# Gene Expression Profiling Reveals that PXR Activation Inhibits Hepatic PPARα Activity and Decreases FGF21 Secretion in Male C57Bl6/J Mice

**DOI:** 10.3390/ijms20153767

**Published:** 2019-08-01

**Authors:** Sharon Ann Barretto, Frédéric Lasserre, Anne Fougerat, Lorraine Smith, Tiffany Fougeray, Céline Lukowicz, Arnaud Polizzi, Sarra Smati, Marion Régnier, Claire Naylies, Colette Bétoulières, Yannick Lippi, Hervé Guillou, Nicolas Loiseau, Laurence Gamet-Payrastre, Laila Mselli-Lakhal, Sandrine Ellero-Simatos

**Keywords:** nuclear receptors, hepatokines, transcriptomics

## Abstract

The pregnane X receptor (PXR) is the main nuclear receptor regulating the expression of xenobiotic-metabolizing enzymes and is highly expressed in the liver and intestine. Recent studies have highlighted its additional role in lipid homeostasis, however, the mechanisms of these regulations are not fully elucidated. We investigated the transcriptomic signature of PXR activation in the liver of adult wild-type vs. *Pxr*^-/-^ C57Bl6/J male mice treated with the rodent specific ligand pregnenolone 16α-carbonitrile (PCN). PXR activation increased liver triglyceride accumulation and significantly regulated the expression of 1215 genes, mostly xenobiotic-metabolizing enzymes. Among the down-regulated genes, we identified a strong peroxisome proliferator-activated receptor α (PPARα) signature. Comparison of this signature with a list of fasting-induced PPARα target genes confirmed that PXR activation decreased the expression of more than 25 PPARα target genes, among which was the hepatokine fibroblast growth factor 21 (*Fgf21*). PXR activation abolished plasmatic levels of FGF21. We provide a comprehensive signature of PXR activation in the liver and identify new PXR target genes that might be involved in the steatogenic effect of PXR. Moreover, we show that PXR activation down-regulates hepatic PPARα activity and FGF21 circulation, which could participate in the pleiotropic role of PXR in energy homeostasis.

## 1. Introduction

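The nuclear receptor PXR is encoded in the mouse by Nr1i2. The colon arrays described here carry 1 probe for this gene, annotated to the RefSeq transcript NM_010936. The probe is the 60-base sequence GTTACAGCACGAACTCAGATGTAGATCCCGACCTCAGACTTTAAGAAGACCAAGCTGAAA, and the annotation in the array files (build mm9) places it on chromosome 16 from 38248745 to 38248804, on the minus strand. In the RefSeq annotation of GRCm38.p6, the genes next to Nr1i2 on this chromosome are Gm25617, a small nucleolar RNA, and Maats1, which codes for a protein. The probe was read in RNA of the colon of male mice on 17 arrays of the 4 groups, as labelled by the submitters, namely WT CONT (n = 4), WT PCN (n = 4), Pxr-/- CONT (n = 5) and Pxr-/- PCN (n = 4). WT stands for wild-type. PCN is pregnenolone 16α-carbonitrile, a ligand of rodent PXR, of which 100 mg/kg was injected each day during 4 days, dissolved in the corn oil that CONT mice received alone. The median signal of the spot was taken as log2 and quantile-normalized between arrays. It was well above the background in every array. The log2 signal was 12.09 ± 0.15 (SD, n = 4) in WT CONT, 11.63 ± 0.64 (SD, n = 4) in WT PCN, 11.07 ± 0.46 (SD, n = 5) in Pxr-/- CONT and 11.48 ± 0.42 (SD, n = 4) in Pxr-/- PCN. All 5 arrays labelled Pxr-/- CONT were lower than all 4 arrays labelled WT CONT (difference of the means -1.02, two-sided exact permutation test, p = 0.0159). Under PCN the arrays of the 2 genotypes overlapped (difference of Pxr-/- and WT -0.16, two-sided exact permutation test, p = 0.743). The arrays labelled WT PCN replicates 1 to 4 were at 12.44, 11.85, 11.10 and 11.15, and those labelled Pxr-/- PCN lay between 10.95 and 11.93. Over all probes, WT PCN replicate 4 and Pxr-/- PCN replicate 2 are near-identical arrays under different labels (standard deviation of the log2 differences 0.172), as are WT PCN replicate 3 and Pxr-/- CONT replicate 2 (0.198), so the comparison under PCN rests on labels that are in question. The number of distinct mice was not settled. The probe is still read in arrays labelled Pxr-/-, so its level alone does not check the labels.

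**Figure D1:**
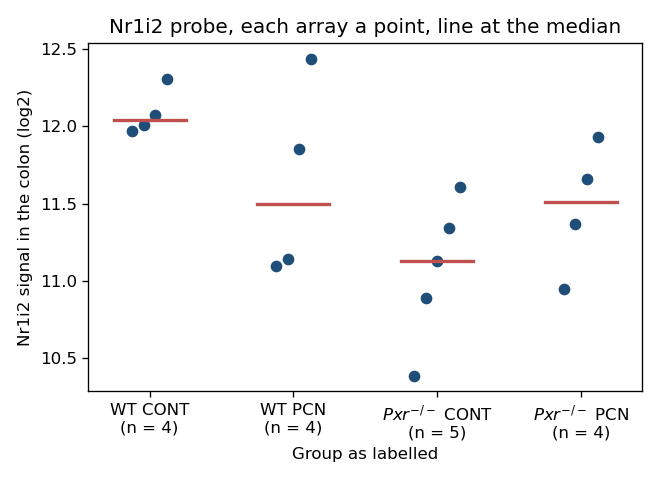
Log2 signal of the Nr1i2 probe in the colon (vertical axis, quantile-normalized) for each group as labelled (horizontal axis). Each point is 1 array and the line is the median of the group; arrays labelled WT CONT lie between 11.97 and 12.31 and arrays labelled Pxr-/- CONT between 10.39 and 11.61.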

Pregnane X receptor (PXR, systematic name NR1I2) is a member of the nuclear receptor superfamily and is highly expressed in the liver and intestine of mammals [1]. PXR was characterized as a xenosensor that regulates the expression of xenobiotic-metabolizing enzymes and transporters, thereby facilitating the elimination of xenobiotics and endogenous toxic chemicals such as bile acids [2]. Upon ligand-binding, PXR translocates to the nucleus, heterodimerizes with retinoid X receptor (RXR, NR2B1) and binds to PXR direct repeat 4 (DR-4) response elements (PXRE) that are usually located upstream of target genes. Because of an unusually large and flexible binding pocket, PXR can be activated by a variety of structurally diverse chemicals, including pharmaceutical drugs, dietary supplements, herbal medicines, environmental pollutants, and endogenous molecules [3]. In line with the role of PXR as a master regulator of xenobiotic metabolism, its first described target gene was cytochrome P450 (CYP) 3A4 in humans [4], which represents 10% of all clinically relevant drug-metabolizing CYPs in the human liver and up to 75%–85% in the intestine [5] and is responsible for the metabolization of 60% of marketed drugs [6].

Besides its original function as part of the detoxification machinery, recent studies have also unveiled functions for PXR in intermediary metabolism. There is an increasing amount of clinical evidence showing that PXR agonists cause hyperglycemia in humans [7] and pre-clinical work suggesting that PXR regulates hepatic glucose metabolism, however, there is still no solid understanding of the consequences, or of the mechanisms involved. Activated PXR has been shown to repress expression of the gluconeogenic genes glucose-6-phosphatase (*G6Pase*) and phosphoenolpyruvate carboxykinase (*PCK1*) [8], and of genes involved in glucose uptake such as *GLUT2* and of glucokinase (*GCK*) [9]. Although there is limited data on the relationship between PXR and fatty liver in humans in vivo, many studies have demonstrated that PXR activation also causes hepatic lipid accumulation in human cell models, and in vitro and in vivo mouse models [7,10]. This pro-steatotic effect is thought to result from both the activation of lipogenesis and inhibition of ß-oxidation [7]. However, the mechanisms by which PXR activation induces perturbations of lipid metabolism are not fully elucidated. Recently, it was shown that the activation of intestinal PXR signaling induced dyslipidemia and intestinal cholesterol accumulation [11], while activation of hepatic PXR signaling was sufficient to promote hypercholesterolemia and hepatic lipid accumulation [12].

Here, we aimed to gain insights into the potential metabolic dysregulations induced upon PXR activation and performed a transcriptomic comparison of the hepatic gene profiles of wild type (WT) vs. *Pxr*^-/-^ male mice treated with the rodent specific PXR ligand pregnenolone 16α-carbonitrile (PCN). As expected, we observed that PCN treatment-induced hepatic steatosis. We unraveled several previously unknown PXR target genes involved in liver lipid accumulation and discovered a very robust peroxisome proliferator-activated receptor α (PPARα) signature amongst the PXR down-regulated target genes. The PXR-induced decrease in PPARα activity included the regulation of the hepatokine FGF21, a liver-derived hormone with major endocrine roles [13]. This cross-talk between PXR and PPARα in the regulation of FGF21 may contribute to endocrine disruption by xenobiotics acting as ligands for PXR.

## 2. Results

### 2.1. Effect of PXR Activation on Physiological Parameters and Liver Lipids

We investigated the effect of PXR activation by its pharmacological ligand PCN in WT and *Pxr*^-/-^ male mice. PCN treatment did not affect body weight but increased relative liver mass in a PXR-dependent way (Figure 1a). In the liver, PXR activation significantly increased cholesterol esters and triglyceride levels but did not significantly impact free cholesterol (Figure 1a). In the plasma, PXR activation increased alanine transaminase (ALT) and decreased total cholesterol levels but did not impact free fatty acids, triglycerides (Figure 1a), HDL, LDL, or glucose levels (Figure S1).

### 2.2. Effects of PXR Activation on the Hepatic Transcriptome

Using microarrays, we obtained global transcriptional profiles. Principal component analysis (PCA) first illustrated that PCN treatment significantly impacted the hepatic transcriptome (Figure 2a). The discrimination of WT PCN vs. WT Cont seems stronger than that of the *Pxr*^-/-^ PCN vs. *Pxr*^-/-^ Cont, confirming, as expected, a significant PXR-dependent transcriptional effect of PCN. We next used linear models and considered genes to be significantly regulated with a fold-change >1.5 and a false discovery rate (FDR) <0.05. Heatmap clustering confirmed the PCA results (Figure S2). It indeed revealed five gene clusters with the largest cluster (1602 probes) comprised of genes up-regulated by PCN in WT mice only (cluster 5). Another cluster (cluster 2) showed 407 probes down-regulated upon PCN treatment in WT mice only. Cluster 4 contained 498 probes that showed genes differentially regulated in WT vs. *Pxr*^-/-^ mice, independently of PCN. Finally, cluster 3 (605 probes) illustrated a PCN effect in both WT and *Pxr*^-/-^ mice.

We next sought to decipher the biological functions affected by PXR activation. PCN treatment significantly up-regulated the expression of 1258 genes in WT animals, and of 333 genes in *Pxr*^-/-^ mice (Figure 2c). Using the 1029 “prototypical” PXR target genes (those that were up-regulated only in WT animals), we conducted a pathway enrichment analysis, which revealed seven functional clusters significantly enriched (Figure 2d and Table S1) with genes involved in cell cycle, cell division and mitosis, glutathione metabolism, cytochromes P450, lipid metabolism, chemotaxis, and positive regulation of inflammatory response. Figure 2e confirms these results by illustrating the fold-changes of the top 30 most up-regulated genes. These results first confirmed the well-described influence of PXR activation on hepatic xenobiotic-metabolizing enzymes, mainly those from the Cyp3 family. Table S2 provides a full description of the impact of PCN treatment on all xenobiotic-metabolizing enzymes. Induction of two of the most well-described PXR targets, *Cyp2c55* and *Cyp3a11* were further confirmed using RT-qPCR (Figure 2b). Interestingly, the “lipid metabolism” pathway was also highly significantly enriched upon PXR activation and, among the 30 genes with the highest fold-change, the patatin-like phospholipase domain containing 3 (*Pnpla3*), the thyroid hormone-responsive spot 14 (*Thrsp* or *Spot14*), and the growth/differentiation factor 15 (*Gdf15*) belonged to this pathway. Induction of *Gdf15* was also confirmed by RT-qPCR (Figure 2b). Finally, the regulation of genes involved in de novo lipogenesis was also confirmed by qPCR and showed a significant increase of the SREBP-1 lipogenic pathway in *Pxr*^-/-^ mice compared to WT mice (Figure S3).

We next investigated the effect of PCN on gene down-regulation. PCN treatment significantly decreased the expression of 186 genes in a PXR-dependent manner (Figure 2f). GO analyses revealed that these genes were involved in lipid metabolic process, biological rhythms, transforming growth factor-β (TGFβ) signaling pathway, glucose metabolism, and cytochromes P450 (Figure 2g). The 30 genes with the highest fold-changes are illustrated in Figure 2h. Interestingly, among these 30 genes, five (namely *Fgf21*, *Cyp4a10*, *Cyp4a31*, *Acot1,* and *Plin4*) are well-described target genes of PPARα, a key hepatic transcriptional regulator involved in lipid homeostasis.

### 2.3. Comparison of PXR and PPARα-Dependent Transcriptome

This prompted us to investigate the intersection between PXR and PPARα activation to test the hypothesis that PXR activation influenced PPARα activity. We took advantage of our previously published microarray dataset [14], in which C57Bl6/J male mice carrying an hepatocyte-specific deletion of *Pparα* (*Pparα*^hep-/-^) were fasted for 24 h to induce PPARα activity and compared to their wild-type littermates (*Pparα*^hep+/+^). We have indeed previously shown that, during fasting, PPARα senses increased levels of free fatty acids released from adipocytes, and in response, controls the expression of hundreds of genes involved in fatty acid uptake, transport, and catabolism in hepatocytes [14,15]. Figure 3a indeed illustrates that a large number of the fasting-induced hepatic genes are PPARα sensitive, with 538 genes significantly up-regulated in a PPARα-dependent manner. Also, 461 genes were significantly down-regulated in a PPARα-dependent manner upon fasting (Figure 3d). We compared these genes with those regulated upon PXR activation. We found 27 genes that were both up-regulated upon PPARα activation and down-regulated upon PXR activation (Figure 3b). These genes are illustrated in Figure 3c and include, among others, *Pparα* itself, *Cyp4a14*, *Cyp4a10*, *Cyp4a31,* and *Fgf21*. There were also 46 genes that were regulated in the opposite direction, i.e., that were down-regulated upon PPARα activation and up-regulated upon PXR activation (Figure 3e,f).

### 2.4. Regulation of FGF21

Using RT-qPCR analyses, we confirmed that PXR activation down-regulated *Pparα* and its target genes expression (Figure 4a), among which was *Fgf21*. FGF21 is a recently described hepatokine with systemic metabolic effects [16]. We measured plasmatic FGF21 and confirmed that circulating FGF21 was decreased upon PCN treatment, since its levels were not detectable anymore in WT-treated mice (Figure 4b). Surprisingly, PXR deletion also influenced FGF21 level since *Pxr*^-/-^ mice also showed no detectable levels of circulating FGF21. These differences were not due to different fasting states since glycemia was not significantly different between the four groups (Figure S1).

## 3. Discussion

The liver is one of the major organs involved in energy production. Hepatic lipid metabolism plays a crucial role during fasting and/or prolonged exercise. Upon lowering of blood glucose, the liver increases glucose production by augmenting gluconeogenesis and glycogenolysis to maintain blood glucose levels, increases fatty acid oxidation and ketogenesis to provide extra-hepatic tissues with ketone bodies, and decreases lipogenesis to attenuate triglyceride storage. These processes are under tight transcriptional control and, in response to hormones such as glucagon and glucocorticoids, many transcription factors cooperate to regulate various genes involved in metabolic pathways aimed at restoring homeostasis [17]. Among those, hepatic PPARα has been well described as crucial for this adaptation. However, recent data have highlighted that other nuclear receptors, such as the aryl H receptor (AhR), the constitutive androstane receptor (CAR), and PXR, which were historically described as xenobiotic sensors, can also interact with the hormone-responsive transcription factors to regulate the liver metabolic processes [18].

Here, we investigated the transcriptomic effects of a pharmacological activation of PXR. The expression of PXR was not described as highly circadian, however, its activity, as measured by the expression of its prototypical target gene *Cyp3a11*, has been shown to be influenced by the time of the day, and is highest as zeitgeber time (ZT)6 [19]. Therefore, we decided to investigate the effects of PXR activation at ZT6, a time at which mice were in a physiological semi-fasted state.

Several studies have already investigated the hepatic signature of PXR activation in vivo [20,21,22] or in vitro [23]. However, most of these studies focused on the effect of PXR activation on xenobiotic-metabolizing enzymes. Here, we confirm that the regulation of xenobiotic metabolism is one of PXR’s most potent functions in the hepatocytes (Figure 2; Table S3). However, our gene enrichment analyses also revealed that lipid metabolism was among the top-dysregulated pathways upon PXR activation, considering both the up-regulated, as well as the down-regulated genes.

First, PXR activation induced a very significant decrease in plasma cholesterol levels and a significant increase in liver triglycerides and cholesterol esters (Figure 1). The pro-steatotic effects of acute PXR activation have been shown in many studies. However, its role in the regulation of cholesterol homeostasis is more controversial. The anti-HIV drug Efavirenz has been recently shown to induce steatosis and hypercholesterolemia, an effect that was absent in a model of hepatic deletion of PXR [12]. These perturbations were mediated through increased fatty acid transport and cholesterol synthesis, via the PXR-dependent regulation of *Cd36* and *Sqle*. In our data, we confirmed that PXR activation significantly affected *Cd36* and other transporters involved in cholesterol transport, but did not observe any regulation of genes involved in cholesterol biosynthesis, such as *Cyp7a1*, *Sqle,* and *Hmgcr* (Figure S4). This resulted in decreased circulating cholesterol.

Among the up-regulated genes in the liver, we observed that PXR activation increased the expression of several genes that correlate with lipogenesis, such as the patatin-like phospholipase domain containing 3 (*Pnpla3*) and the thyroid hormone-responsive spot 14 (*Thrsp* or *Spot14*). *Spot14* was first identified as a thyroid-responsive gene and is known to transduce hormone- and nutrient-related signals to genes involved in lipogenesis [24]. Regulation of *SPOT14* by PXR was previously described in human hepatocytes [25] and led to increased fatty acid synthase (FASN) expression and triglyceride accumulation. The PNPLA3 protein has lipase activity towards triglycerides in hepatocytes and a loss-of-function polymorphism of this gene has been shown to be strongly associated with nonalcoholic fatty liver disease [26]. However, to our knowledge, the regulation of *Pnpla3* expression by PXR has not been previously described. Among the lipid-metabolic-related genes, we also observed that the expression of the growth/differentiation factor 15 (*Gdf15*), also known as *MIC-1*, was increased by a factor of four upon PCN treatment, in a PXR-dependent way. GDF15 is a distant member of the transforming growth factor-ß (TGF-ß) superfamily that is considered a crucial hormone in regulating lipid and carbohydrate metabolism. In animal models, overexpression of GDF15 leads to a lean phenotype and improvements of metabolic parameters by increasing the expression of key thermogenic and lipolytic genes in brown and white adipose tissue [27]. Hepatic and circulating GDF15 levels were also increased in animals with blunted ß-oxidation (*Cpt2*^hep-/-^ mice) to maintain systemic energy homeostasis upon fasting [28]. Whether the observed increase in *Gdf15* mRNA upon PCN treatment results from direct regulation of *Gdf15* by PXR or represents a secondary adaptation to decreased ß-oxidation remains to be determined. In both cases, regulation of GDF15 levels upon PXR activation might be of physiological relevance since GDF15 has been implicated in a wide variety of biological functions including control of food intake and body weight [29].

Among the genes that were down-regulated upon PXR activation, we observed a very consistent PPARα-like signature, with the decreased expression of many *Cyp4* genes, which are highly sensitive PPARα target genes [14,15]. These results coincide with previous findings in which PCN decreased the hepatic expression of *Pparα*, *Cyp4a10,* and *Cyp4a14* [21]. Neonatal exposure to a single dose of PCN also persistently down-regulated *Cyp4a* expression and decreased PPARα binding to the *Cyp4a* gene loci in adult mice [20]. By comparing the list of genes down-regulated upon PXR activation to a list of genes up-regulated upon PPARα activation, we here extend these previous findings and demonstrate that the inhibition of PPARα activity by PXR affects more than the expression of *Cyp4* genes. For example, the PXR–PPARα interaction probably inhibited the expression of the acetyl-Coenzyme A acyltransferase 1B (*Acaa1b*), of the acyl-coA thioesterase 3 (*Acot3*), of *Krt23* and *Rab30*, of the rate-limiting enzyme in ketogenesis 3-hydroxy-3-methylglutaryl-CoenzymeA synthase 2 (*Hmgcs2*) and of the hepatokine *Fgf21*, all of which are well-described PPARα targets [14]. Using a similar approach in human primary hepatocytes treated with the hPXR ligand rifampicine and the hPPARα ligand WY14643, Kandel et al. had previously shown that more than 14 genes were responsive to both WY14643 (up-regulated) and to rifampicine (down-regulated), among which ACAA2, CYP4A11, and HMGCS2 [23], therefore suggesting the human relevance of our results.

FGF21 is predominantly produced in the liver [30] and exerts pleiotropic effects on the body to maintain overall metabolic homeostasis. FGF21 metabolic benefits range from reducing body weight to alleviating hyperglycemia, insulin resistance, and improvement of lipid profiles [16]. In animal models of obesity, as well as in obese patients, FGF21 has been shown to induce body weight loss and to increase insulin sensitivity and lipid homeostasis [30]. The effects of FGF21 on fertility, growth, and longevity are also well documented [31,32]. Finally, FGF21 seems to be involved in food preferences. For example, FGF21 production in response to carbohydrate intake significantly decreases sugar preferences [33].

Although PXR is mainly expressed in the liver and in the intestine, and not in adipose tissue [34], deletion of *Pxr* appears to influence insulin sensitivity in white adipose tissue and in the muscle [35], serum leptin, and adiponectin levels [36] and PXR activation regulates gene expression in both white and brown adipose tissues [37]. This suggests systemic effects of *Pxr* deletion and activation for which mechanisms have not been described yet. White and brown adipose tissues are among the most described target tissues of FGF21 [16]. Whether FGF21 could be an effector of the systemic effects of PXR remains an open question. Here, we demonstrate that both PXR-activation and PXR deletion decrease the hepatic *Fgf21* mRNA levels and completely abolished the circulating FGF21 levels. This apparent contradictory effect was not limited to the regulation of FGF21 but was also observed in other PPARα target genes (Figure 4). Therefore, it seems that both PXR activation and silencing result in the inhibition of PPARα activity, probably through distinct mechanisms that would need additional investigations. However, it is worth noticing that the same apparent contradictory effect was observed for the regulation of de novo lipogenesis. In human HepG2 cells, PXR activation by rifampicin promoted steatosis via induction of SREBP-1 pathway (mainly SREBP-1a), whereas PXR silencing enhanced AKR1B10 expression, which subsequently stabilized the acetyl-CoA carboxylase, thereby promoting de novo lipogenesis [10]. However, these mechanisms are probably species-specific as, in our data, we did not observe this increase in AKR1B10 expression, whereas the SREBP-1 pathway was increased by PXR ablation and not by PCN treatment (Figure S3). Overall, this demonstrated that complex species-specific mechanisms occur in the regulation of lipogenic pathways by PXR activation and ablation, and our results suggest that this might also be true for the regulation of ß-oxidation and PPARα activity.

Perspectives and limitations of our study include the use of male mice only, while PXR activation has been shown to impact both xenobiotic-metabolizing enzymes and glucose and lipid metabolism in a sexually-dimorphic way [38,39]. Therefore, it would be interesting to decipher whether the signature of PXR activation described in our study is also valid in female mice. Second, our study focused on short-term changes. An important remaining question is to determine the effect of multiple weak PXR agonists such as those present in our environment on the observed regulations, especially on FGF21 secretion. Indeed, PXR’s main target gene *CYP3A4* is known to be involved in the metabolism of more than 60% of the currently marketed drugs [6] and several hundreds of environmental, occupational, and natural products are demonstrated PXR agonists in both mice and humans [3]. Therefore, regulation of hepatic lipid accumulation by acute or chronic PXR activation might be an important mechanism of xenobiotic-induced steatosis. Finally, the fact that we did not generate the PXR and PPARα dependent transcriptomes in a parallel fashion might have underestimated the number of genes affected by the cross-talk between the two receptors. Therefore, it would be interesting to investigate the effect of PXR activation upon prolonged fasting such as the one used to trigger PPARα. It could also be interesting to decipher whether the pro-steatotic effect of PCN depends on PPARα by treating PPARα knock-out mice with PCN.

Altogether, our results present an additional resource of transcriptome analyses that confirm and extend previous findings on the genes involved in the pro-steatotic effects of PXR. As previously observed in various models [7], we confirm that the observed pro-steatotic effect of PXR activation probably results from both induction of lipogenesis and repression of β-oxidation, and further highlight that this repression is certainly mediated, at least in part, through inhibition of PPARα. We also provide new hypotheses regarding the yet poorly explored pleiotropic effects of PXR that could result from the regulation of recently discovered hepatokines, such as GDF15 and/or FGF21. More studies are needed to confirm the physiological relevance of these regulations. Our findings might have clinical and public health relevance given the wide range of drugs and environmental xenobiotics that have been described as PXR ligands and potential endocrine disruptors.

## 4. Materials and Methods

### 4.1. Animals

In vivo studies were performed in a conventional laboratory animal room following the European Union guidelines for laboratory animal use and care. The current project was approved by an independent ethics committee (CEEA-86 Toxcométhique) under the authorization number 2018062810452910. The animals were treated humanely with due consideration to the alleviation of distress and discomfort. All mice were housed at 21–23 °C on a 12 h light (ZT0–ZT12) 12 h dark (ZT12–ZT24) cycle and allowed free access to the diet (Teklad Global 18% Protein Rodent Diet) and tap water. ZT stands for Zeitgeber time; ZT0 is defined as the time when the lights are turned on. Twelve six-week-old wild-type (WT) C57BL/6J male mice were purchased from Charles River and 12 *Pxr*^-/-^ animals (backcrossed on the C57Bl/6J background) were engineered in Pr. Meyer’s laboratory [40] and were bred for 10 y in our animal facility. Mice were acclimatized for two weeks, then randomly allocated to the different experimental groups: Wild-type control (WT CONT, *n* = 6), wild-type PCN-treated (WT PCN, *n* = 6), *Pxr*^-/-^ control (*Pxr*^-/-^ CONT, *n* = 6), *Pxr*^-/-^ PCN-treated (*Pxr*^-/-^ PCN, *n* = 6). PCN-treated mice received a daily intraperitoneal injection of PCN (100 mg/kg) in corn oil for 4 days while control mice received corn oil only. Mice were killed at ZT6, 6 h after the last PCN injection.

### 4.2. Blood and Tissue Samples

Bodyweight was monitored at the beginning and at the end of the experimental period. Prior to sacrifice, the submandibular vein was lanced, and blood was collected into lithium heparin-coated tubes (BD Microtainer, Franklin Lake, NJ, USA). Plasma was prepared by centrifugation (1500 g, 10 min, 4 °C) and stored at −80 °C. At sacrifice, the liver was removed and snap-frozen in liquid nitrogen and stored at −80 °C until used for RNA extraction.

### 4.3. Gene Expression

Total RNA was extracted with TRIzol reagent (Invitrogen, Carlsbad, CA, USA). Gene expression profiles were obtained at the GeT-TRiX facility (GénoToul, Génopole Toulouse Midi-Pyrénées, France) using Sureprint G3 Mouse GE v2 microarrays (8 × 60 K; design 074,809; Agilent Technologies, Santa Clara, CA, USA) following the manufacturer’s instructions Microarray data and experimental details are available in NCBI’s Gene Expression Omnibus [41] and are accessible through GEO Series accession numbers GSE123804. For real-time quantitative polymerase chain reaction (qPCR), 2 μg RNA samples were reverse-transcribed using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA, USA). Table S3 presents the SYBR Green assay primers. Amplifications were performed using an ABI Prism 7300 Real-Time PCR System (Applied Biosystems, Foster City, CA, USA). qPCR data were normalized to TATA-box-binding protein mRNA levels and analyzed with LinRegPCR.v2015.3.

### 4.4. Plasma Analysis

Alanine transaminase (ALT), total cholesterol, triglycerides and free fatty acids (FFA) were determined using a Pentra 400 biochemical analyzer (Anexplo facility, Toulouse, France). Plasma FGF21 was assayed using the rat/mouse FGF21 ELISA kit (EMD Millipore, Billerica, MA, USA) following the manufacturer’s instructions.

### 4.5. Liver Neutral Lipid Analysis

Tissue samples were homogenized in methanol/5 mM EGTA (2:1, *v/v*); then, lipids (corresponding to an equivalent of 2 mg tissue) were extracted according to the Bligh and Dyer method [42] with chloroform/methanol/water (2.5:2.5:2.1, *v/v/v*), in the presence of the following internal standards: glyceryl trinonadecanoate, stigmasterol, and cholesteryl heptadecanoate (Sigma, Saint-Louis, MO, USA). Triglycerides, free cholesterol, and cholesterol esters were analyzed with gas–liquid chromatography on a Focus Thermo Electron system equipped with a Zebron-1 Phenomenex fused- silica capillary column (5 m, 0.25 mm i.d., 0.25 mm film thickness). The oven temperature was programmed to increase from 200 to 350 °C at 5 °C/min, and the carrier gas was hydrogen (0.5 bar). Injector and detector temperatures were 315 °C and 345 °C respectively.

### 4.6. Statistical Analysis

Microarray data were processed using R (http://www.r-project.org, accessed at 22 September 2017) and Bioconductor packages (www.bioconductor.org, accessed at 22 September 2017, v 3.0). Raw data (median signal intensity) were filtered, log2 transformed, corrected for batch effects (microarray washing bath), and normalized using CrossNorm method [43]. Normalized data were first analyzed using Matlab (v2014.8). The principal component analysis was performed using an in-house function. The linear model was fitted using the limma lmFit function [44]. Pair-wise comparisons between biological conditions were applied using specific contrasts. A correction for multiple testing was applied using the Benjamini–Hochberg procedure for false discovery rate (FDR). Probes with FDR ≤ 0.05 and |fold-change| > 1.5 were considered to be differentially expressed between conditions. Gene-annotation enrichment analysis and functional annotation clustering were evaluated using DAVID [45]. For non-microarray data, differential effects were analyzed by analysis of variance followed by Tukey’s post-hoc tests. A *p*-value < 0.05 was considered significant.

## Figures and Tables

**Figure 1:**
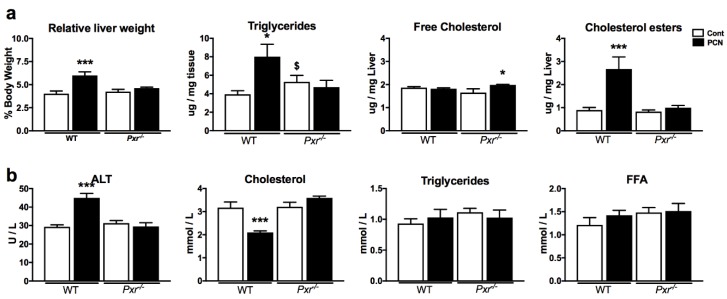
Effect of pregnenolone 16α-carbonitrile (PCN) treatment on liver parameters (**a**) and plasma biochemistry (**b**). Data are shown as mean ± SEM of *n* = 5–6 per group. * *p* ≤ 0.05, ** *p* ≤ 0.01, *** *p* ≤ 0.005 for PCN effect using 2-way ANOVA and Tukey’s post-tests. $ *p* ≤ 0.05 for genotype effect. ALT: Alanine amino-transferase; FFA: Free fatty acids.

**Figure 2:**
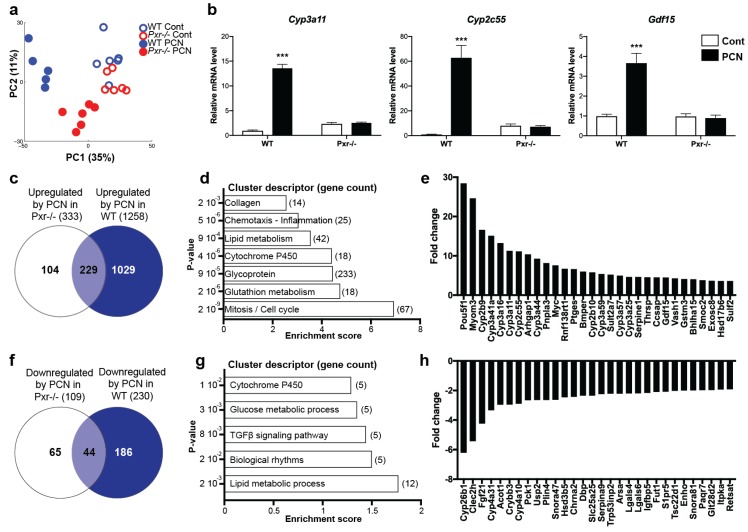
Impact of pregnane X receptor (PXR) activation on the hepatic transcriptome. (**a**) Principal component analysis (PCA) score plots of the whole transcriptomic dataset. (**b**) qPCR confirmation on selected genes. * *p* ≤ 0.05, ** *p* ≤ 0.01, *** *p* ≤ 0.005 for PCN effect using 2-way ANOVA and Tukey’s post-tests. (**c**,**f**) Venn diagram representing the number of genes affected by PCN treatment. (**d**,**g**) Gene enrichment analyses of the PXR-target genes. (**e**,**h**) The 30 genes with the highest fold-changes upon PCN treatment.

**Figure 3:**
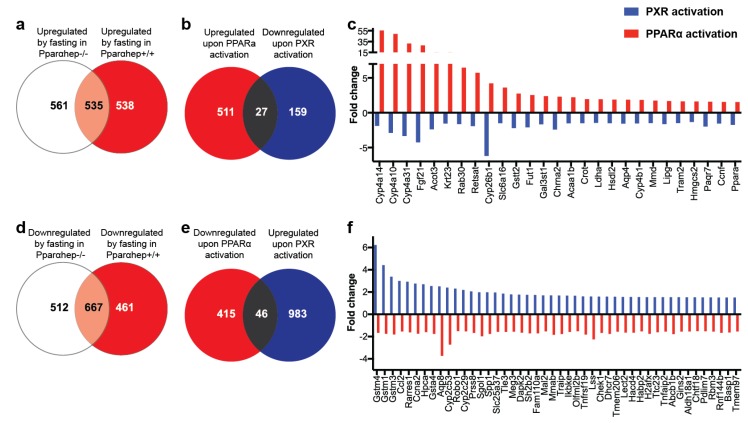
Comparison between PXR and peroxisome proliferator-activated receptor α (PPARα) target genes. (**a**,**d**) Venn diagrams representing the number of genes up-(**a**) or down-(**d**) regulated upon fasting in Pparα^hep+/+^ vs. Pparα^hep-/-^ mice. (**b**,**e**) Venn diagrams representing the number of genes regulated upon PPARα (red) or PXR (blue) activation. (**c**,**f**) Fold-changes for the genes that are shared in the previous Venn diagrams.

**Figure 4:**
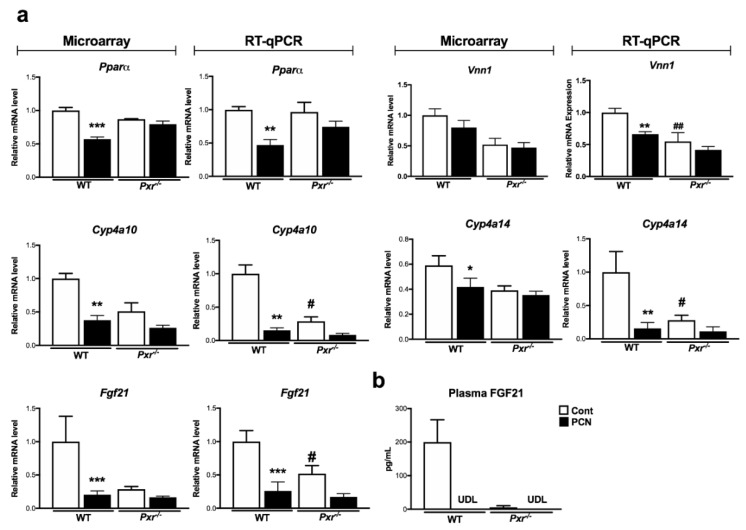
Impact of PXR activation on hepatic PPARα activity. Gene expression in the liver (**a**) derived from the microarray and from complementary qPCR experiments. (**b**) Plasma levels of FGF21. Data are mean ± SEM of *n* = 5–6 per group. * *p* ≤ 0.05, ** *p* ≤ 0.01, *** *p* ≤ 0.005 for PCN effect, # *p* ≤ 0.05, ## *p* ≤ 0.01 for genotype effect using 2-way ANOVA and Tukey’s post-tests. UDL: Under the detection limit.

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/20/15/3767/s1.

## Abbreviations

ACAA	acetyl-Coenzyme A acyltransferase
Acot	acyl-coA thioeserase
AhR	aryl H receptor
CAR	constitutive androstane receptor
Cpt	carnitine palmitoyltransferase
CYP	cytochrome P450
DR4	direct repeat 4
FASN	fatty acid synthase
FDR	false discovery rate
FGF21	fibroblast growth factor 21
G6Pase	glucose-6-phosphatase
GDF15	growth/differentiation factor 15
GCK	glucokinase
GO	gene ontology
GLUT2	glucose transporter 2
HMGCS	3-hydroxy-3-methylglutaryl-CoenzymeA synthase
hPPARα	Human PPARα
hPXR	human PXR
Krt23	keratin 23
PXR	pregnane X receptor
PXRE	pregnane X receptor response elements
PCA	principal component analysis
PCN	pregnenolone 16α-carbonitrile
PEPCK	phosphoenopyruvate carboxykinase
PNPLA3	patatin-like phospholipase domain containing 3
PPARα	peroxisome proliferator-activated receptor α
Rab30	ras-related protein rab-30
RT-qPCR	quantitative reverse transcription PCR
RXR	retinoid X receptor
SPOT14	thyroid hormone-responsive spot 14
TGFβ	transforming growth factor-ß
Thrsp	thyroid hormone-responsive spot 14
WT	wild-type
ZT	Zeitgeber time

# Supplementary material for: Gene Expression Profiling Reveals that PXR Activation Inhibits Hepatic PPARα Activity and Decreases FGF21 Secretion in Male C57Bl6/J Mice
**Source:** Int J Mol Sci. 2019 Aug 1;20(15):3767. doi: 10.3390/ijms20153767

## SUPPLEMENTARY INFORMATION FOR

### Gene expression profiling reveals that PXR activation inhibits hepatic PPAR $\alpha$ activity and decreases FGF21 secretion in male C57Bl6/J mice

Sharon Ann Barretto <sup>1,\*</sup>, Frederic Lasserre <sup>1,\*</sup>, Anne Fougerat <sup>1</sup>, Lorraine Smith <sup>1</sup>, Tiffany Fougeray <sup>1</sup>, Celine Lukowicz <sup>1</sup>, Arnaud Polizzi <sup>1</sup>, Sarra Smati <sup>1</sup>, Marion Régnier <sup>1</sup>, Claire Naylies <sup>1</sup>, Colette Bétoulières <sup>1</sup>, Yannick Lippi <sup>1</sup>, Hervé Guillou <sup>1</sup>, Nicolas Loiseau <sup>1</sup>, Laurence Gamet-Payraastre <sup>1</sup>, Laila Mselli-Lakhal <sup>1</sup> and Sandrine Ellero-Simatos <sup>1,\*</sup>

Supplementary Table 1: Gene Enrichment Analysis on the 1029 hepatic genes induced by PCN-treatment only in WT mice (prototypical *Pxr* target genes, fold-change>1.5 & adjusted p-value<0.05) in the liver. See enclosed excel file.

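DAVID, the tool behind this table, compares how often an annotation term occurs in a gene list with how often it occurs in a background, and gathers terms that share many genes into clusters. The enrichment score of a cluster summarises the p-values of its terms on a negative log scale, so a larger score stands for smaller p-values, while the adjusted p-value and the gene count in each line belong to a single term. A gene can be counted under several terms and clusters. The list given to the tool holds genes of the liver arrays only.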

Supplementary Table 2: Impact on PCN treatment on all XMEs in the liver and in the ileum. See enclosed excel file.

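The table lists 232 genes of drug metabolism and transport, arranged by phase and by family, from cytochromes P450 and carboxylesterases (phase I) through glutathione S-transferases, sulfotransferases and UDP glycosyltransferases (phase II) to ATP-binding cassette transporters (phase III). For each gene, the paper gives the log2 fold change of PCN over vehicle in WT and in Pxr-/- mice with the adjusted p-value of each comparison, so a value above 0 means a higher level under PCN. The sheet as read here holds liver columns, with values for 223 of the genes. The other 9 genes are listed without values.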

Supplementary Table 3: Primers used for qPCR

Supplementary Figure 1: Effect of PCN treatment on additional plasmatic parameters. Data are shown as mean $\pm$ SEM of n=5-6 per group. \*p $\leq$ 0.05, \*\*p $\leq$ 0.01, \*\*\*p $\leq$ 0.005 for PCN effect using 2-way ANOVA and Bonferroni's post-tests.

Supplementary Figure 2: Heatmap representing the significantly regulated genes (fold-change>1.5 & corrected p-value < 0.05). Hierarchical clustering is also shown, which allows the definition of five gene clusters. For each gene cluster, the mean expression value is shown on the box-plots.

Supplementary Figure 3: Microarray data and complementary qPCR confirmation in the liver for selected genes involved in *de novo* lipogenesis. Data are shown as mean $\pm$ SEM of n=5-6 per group. \*p $\leq$ 0.05, \*\*p $\leq$ 0.01, \*\*\*p $\leq$ 0.005 for PCN effect and #p $\leq$ 0.05, ##p $\leq$ 0.01, ###p $\leq$ 0.005 for genotype effect using 2-way ANOVA and Bonferroni's post-tests.

Supplementary Figure 4: Microarray data and complementary qPCR confirmation in the liver for selected genes involved in (a) cholesterol synthesis and (b) fatty acid / cholesterol transport. Data are shown as mean $\pm$ SEM of n=5-6 per group. \*p $\leq$ 0.05, \*\*p $\leq$ 0.01, \*\*\*p $\leq$ 0.005 for PCN effect and #p $\leq$ 0.05, ##p $\leq$ 0.01, ###p $\leq$ 0.005 for genotype effect using 2-way ANOVA and Bonferroni's post-tests.

Supplementary Table 3 Oligonucleotide sequences for real-time PCR

| Gene             | NCBI Refseq | Forward primer (5'-3')       | Reverse primer (5'-3')     |
|------------------|-------------|------------------------------|----------------------------|
| <i>Abca1</i>     | NM_013454   | GCGCTACAACATGGACATCCT        | GCTGGGTCGGGAGATGAGA        |
| <i>Abcg5</i>     | NM_031884   | TCGCCACGGTCATTTTCA           | GCCAAAAGAGCAGCAGAGAAATA    |
| <i>Acly</i>      | NM_134037   | AAAGCTTGGCCTCGTCGG           | GGGACGAAGGGTTCAATGAGA      |
| <i>Acot1</i>     | NM_012006   | CGATGACCTCCCCAAGAACA         | CCCAAGCAGCCCAATTCC         |
| <i>Bmal1</i>     | NM_007489   | CAAACCTACAAGCCAACATTTCTATCAG | TCGGTCACATCCTACGACAAAC     |
| <i>Cd36</i>      | NM_007643   | GTAAACAAAGAGGTCCTTACACATACAG | CAGTGAAGGCTCAAAGATGGC      |
| <i>Cyp2c55</i>   | AY206875    | TTGTGGAAGAGCTAAGAAAAGCAAAT   | GAGCACAGCTCAGGATGAATGT     |
| <i>Cyp3a11</i>   | NM_007818   | TCACACACACAGTTGTAGGCAGAA     | GTTTACGAGTCCCATATCGGTAGAG  |
| <i>Cyp4a10</i>   | NM_010011   | ATTAGTGAGAGTGAGGACAGCAACAG   | CCAACCCGATTTGCAGACA        |
| <i>Cyp4a14</i>   | NM_007822   | TCAGTCTATTTCTGGTGCTGTTC      | GAGCTCCTTGTCCTTCAGATGGT    |
| <i>Cyp7a1</i>    | NM_007824   | ATCAAAGAGCGCTGTCTGGGT        | GCGTTAGATATCCGGCTTCAAAC    |
| <i>Fasn</i>      | NM_007988   | AGTCAGCTATGAAGCAATTGTGGA     | CACCCAGACGCCAGTGTTTC       |
| <i>Fgf21</i>     | NM_020013   | AAAGCCTCTAGGTTTCTTTGCCA      | CCTCAGGATCAAAGTGAGGCG      |
| <i>Ldlr</i>      | NM_010700   | GCAAGGACATGAGCGACGA          | CTCCCCACTGTGACACTTGAAC     |
| <i>Lpin1</i>     | NM_172950   | ATGTTTCCCATAGAGATGAGCTCG     | GAATGGTGGTACATCATTAGGAAGAG |
| <i>Ppara</i>     | NM_011144   | CCCTGTTTGTGGCTGCTATAATTT     | GGGAAGAGGAAGGTGTCATCTG     |
| <i>Pparγ2</i>    | NM_011146   | GATGCACTGCCTATGAGCACTT       | GAATGGCATCTCTGTGTCAACC     |
| <i>Pxr</i>       | NM_010936   | AGAGATCATCCCTCTTCTGCCAC      | GATCTGGTCCTCAATAGGCAGGT    |
| <i>Rev-erba</i>  | NM_145434   | CAGCTGGTGAAGACATGACGAC       | GGAGGAGCCACTAGAGCCAA       |
| <i>Scd1</i>      | NM_009127   | CAGTGCCGCGCATCTCTAT          | CAGCGGTACTCACTGGCAGA       |
| <i>Sqle</i>      | NM_009270   | GGAGGCTACCGTGTCTCTCCA        | CTGCACTTGGTTGGTTTCTGAC     |
| <i>Srebp1a/c</i> | NM_011480   | CAGACACTGGCCGAGATGTG         | CTTGTTGTTGATGAGCTGGAG      |
| <i>Srebp2</i>    | NM_033218   | GTACTGCGCCCAGAGGAGC          | GCCTGAGGTTTCACCAAGGAC      |

Supplementary Figure 1

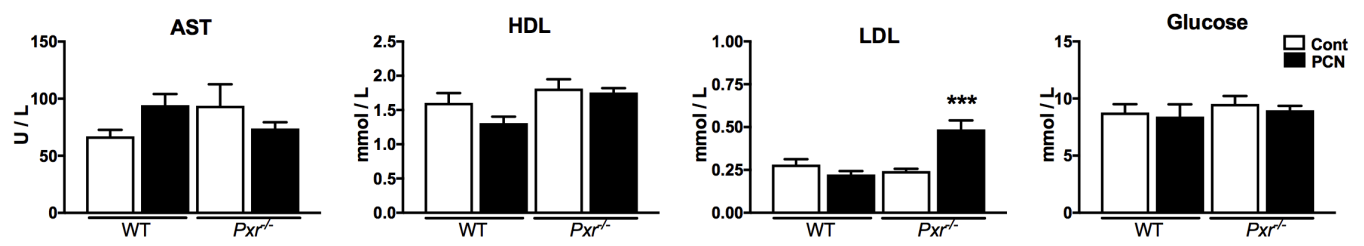

Supplementary Figure 2

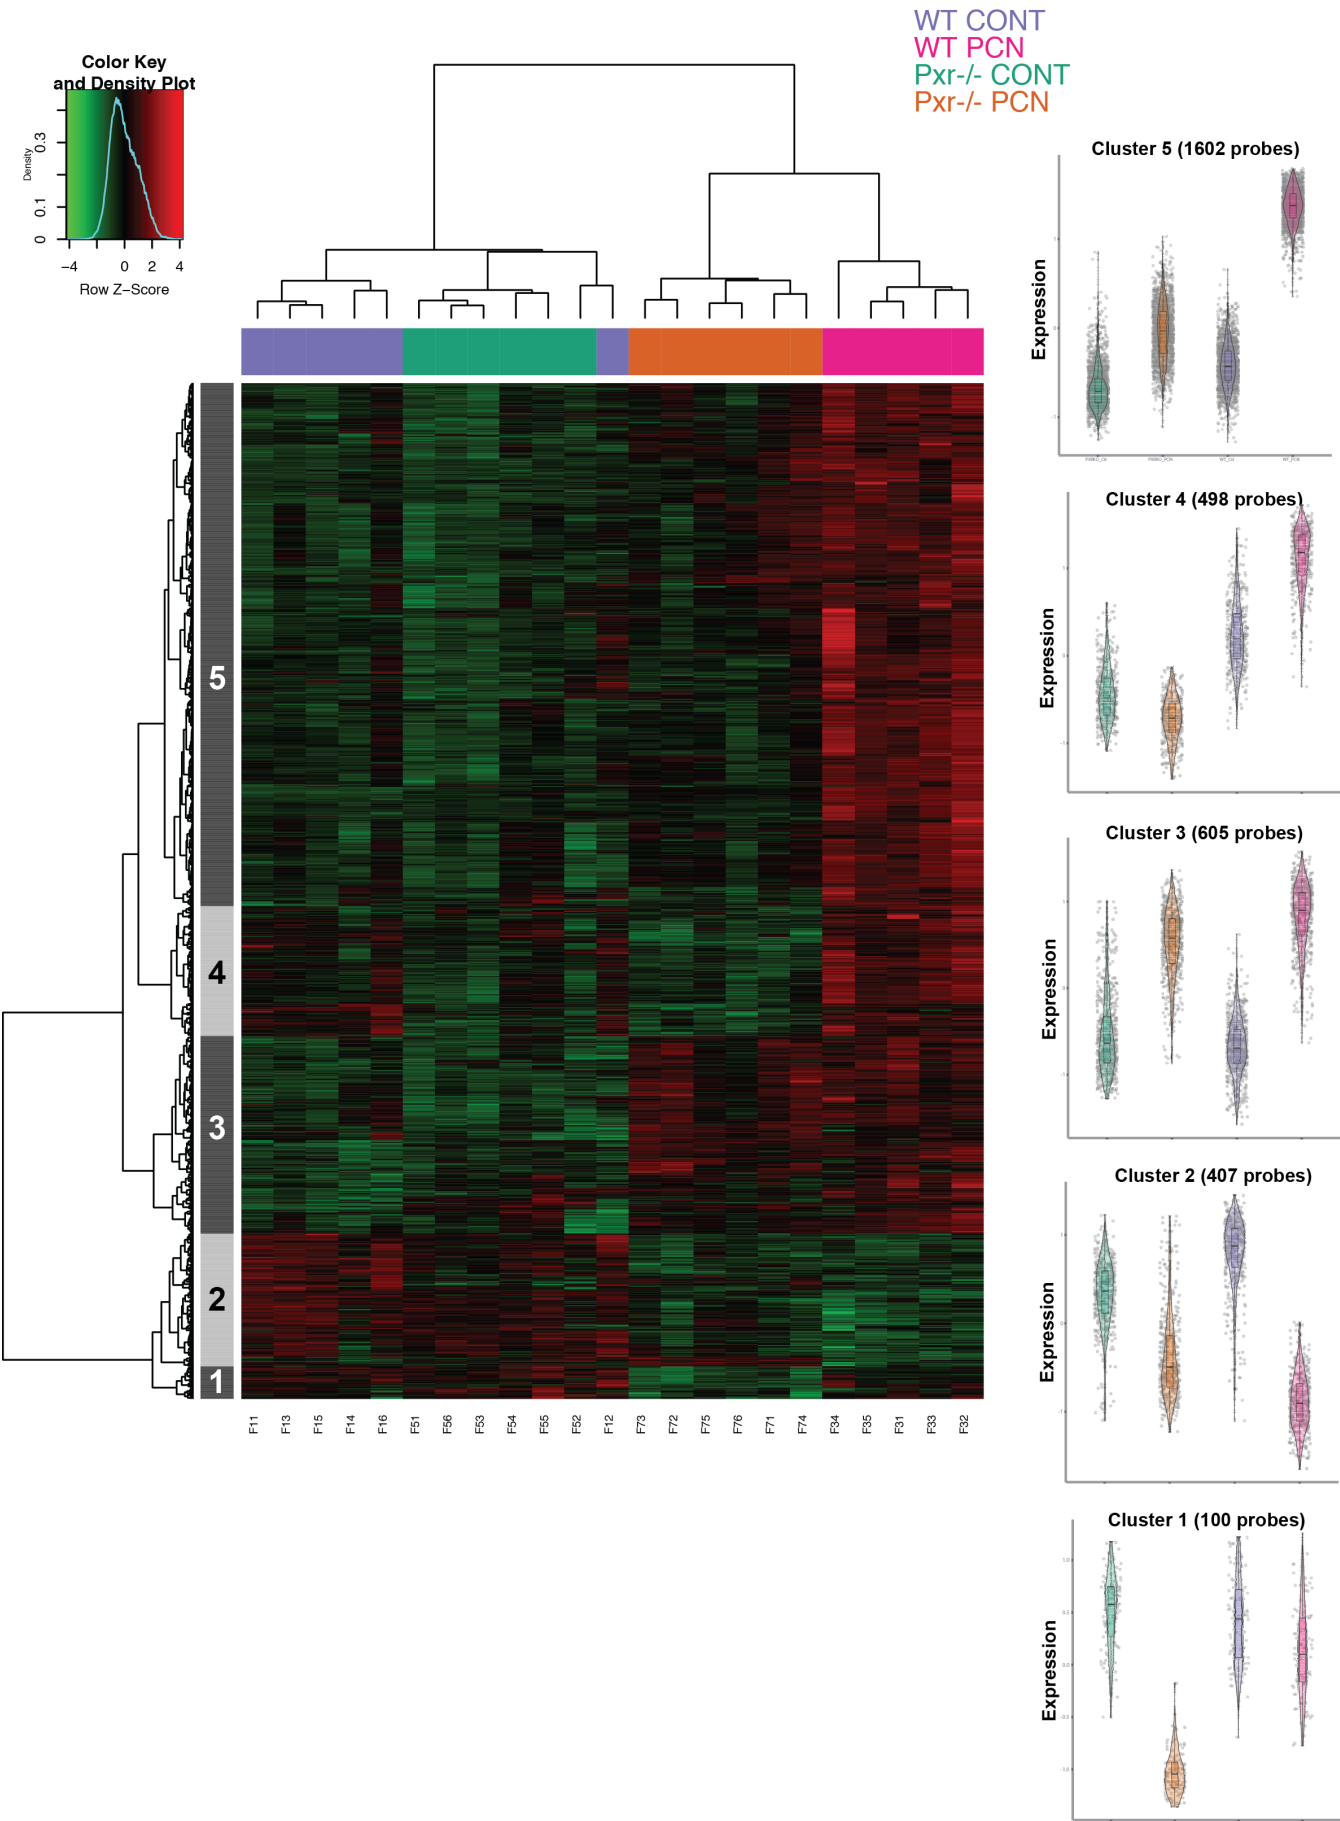

Supplementary Figure 3

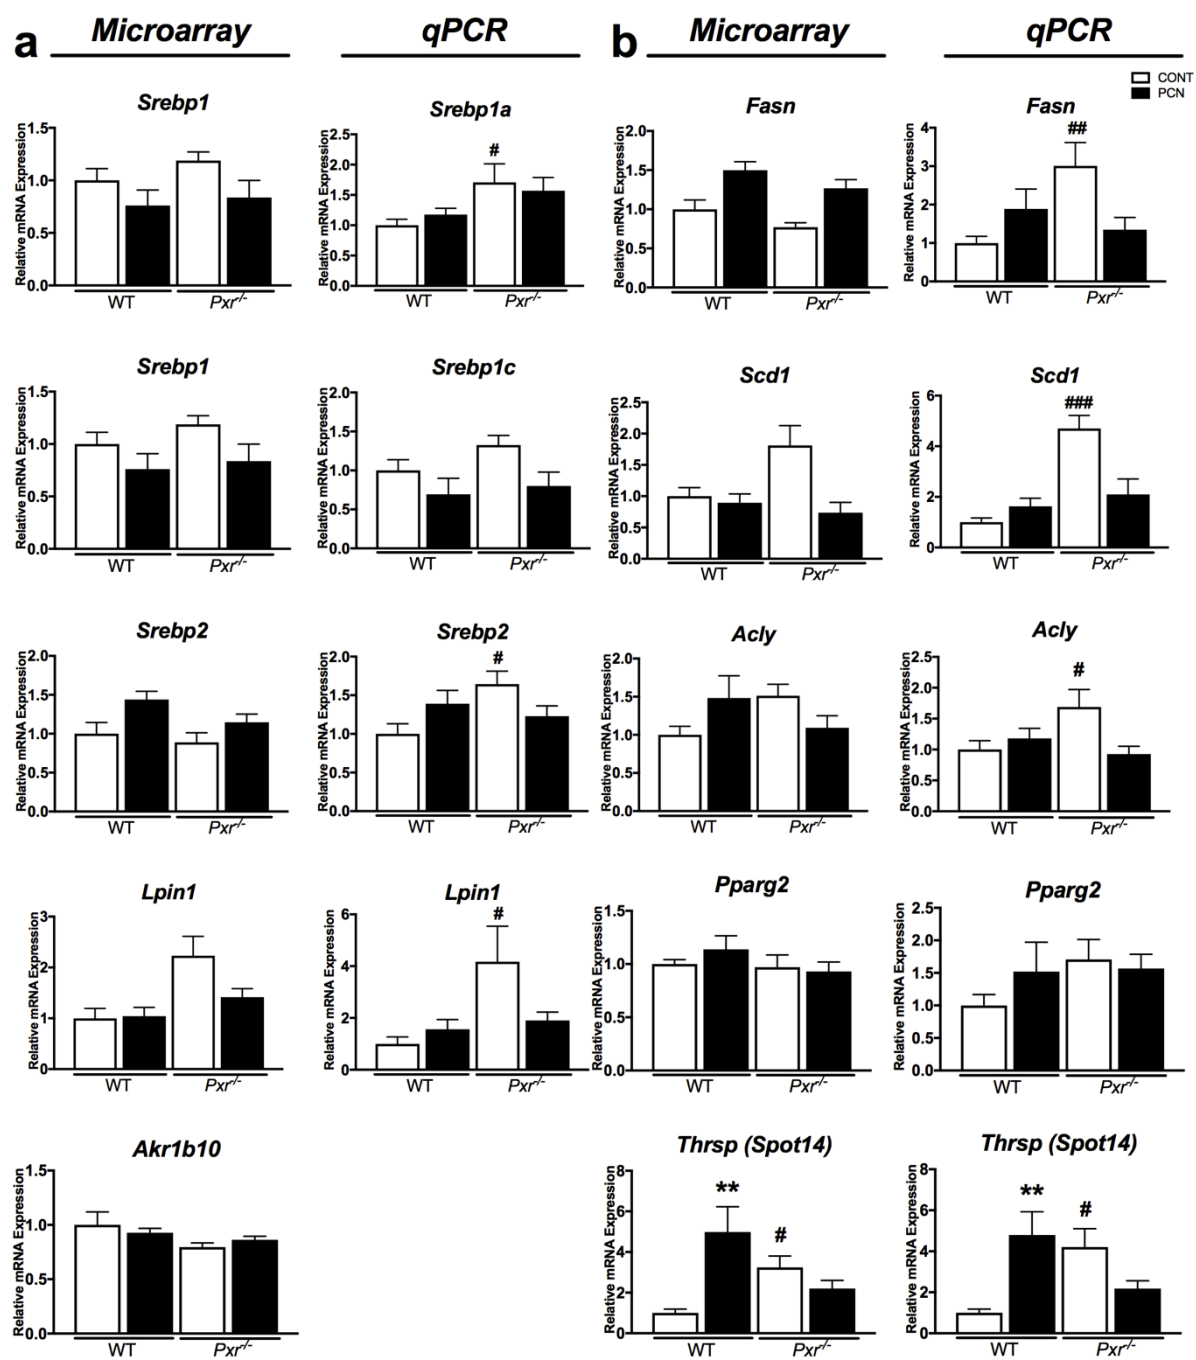

Supplementary Figure 4

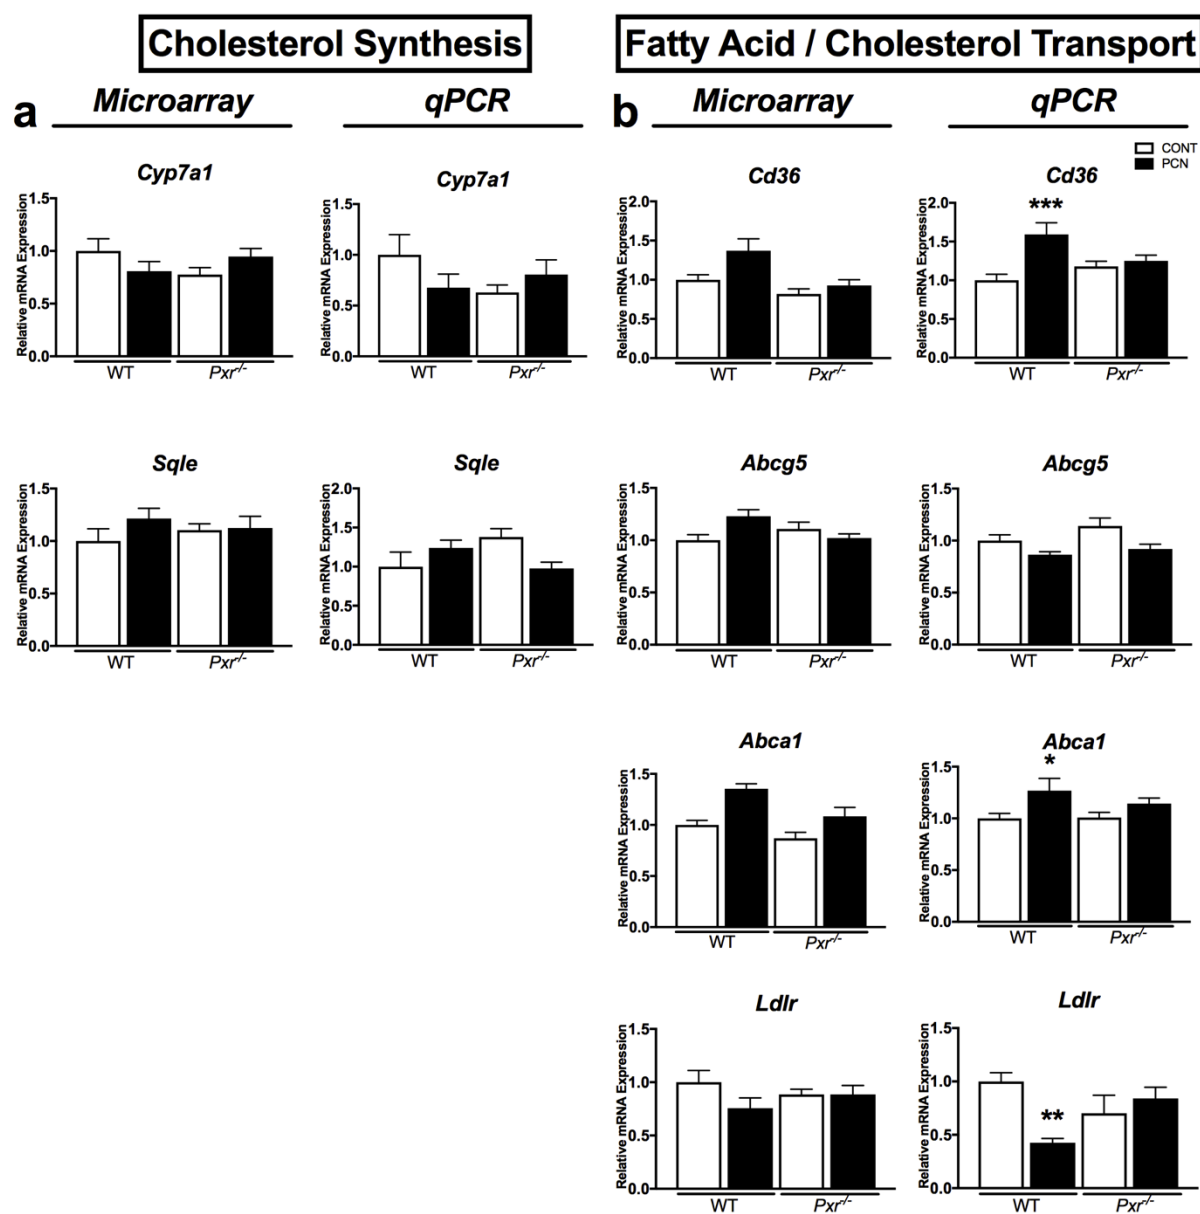

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

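The arrays analysed here are of the colon, from mice of the design described in the article (WT and Pxr-/- males, PCN at 100 mg/kg or corn oil for 4 days, killed 6 h after the last injection). The article reports liver arrays, which are not analysed here. Group and replicate numbers were taken from the submitters' labels, giving WT CONT (n = 4), WT PCN (n = 4), Pxr-/- CONT (n = 5) and Pxr-/- PCN (n = 4), and no label was changed. The 17 arrays lie on 8 slides, each scanned in a session of its own, and in 2 wash baths.

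The authors hybridized Cy3-labelled RNA to 1-colour Agilent arrays and deposited the scanner output, in which the intensity of each spot is the median or mean brightness of its pixels, without normalization between arrays. The same deposited files give the local background intensity, an intensity that the scanner software corrected for background within the array, and flags for spots that are outliers or well above the background. The authors also deposited a table of log2 values for 36695 probes, which have the same quantiles in every column. The means of both wash baths differ by a median of 0.0026 per probe (at most 0.16), and the methods state a correction for the bath.

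From the median intensity of 59305 spots that are not controls, outlier spots were left out, log2 was taken, arrays were quantile-normalized and spots of the same probe were averaged, giving 56605 probes. The article's CrossNorm normalization is not described closely enough to repeat, and quantile normalization stands in for it. Probes well above the background on at least 4 arrays were tested (38703 probes, 25029 gene or transcript names). Probes were named through the RefSeq table of GRCm38.p6 by accession where it held them (32994 probes, of which 1535 changed name) and by the file's own name otherwise. Igj and Trac, on the lists for plasma cells and T cells, were not found under these names. Lists were matched by name after the renaming, so this does not show that the array lacks these genes. Between 62.7% and 71.0% of probes were well above the background on an array, and the median background was 20.0 to 28.0 units. The number of arrays limits the precision. No spot was saturated.

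A linear model with the 4 groups and the wash bath was fitted to all 17 arrays with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit, eBayes), and p-values were adjusted by Benjamini-Hochberg. A gene was called at an FDR of at most 0.05 and a fold change over 1.5, as in the article. Gene lists were tested with fry on 1 probe per gene, the probe with the highest mean signal, with Benjamini-Hochberg adjustment over 22 lists in each comparison. Because the groups hold 4 or 5 arrays, the mean signal of each list per array was also compared by an exact two-sided permutation of the labels, without the bath term. For the interaction, the genotype labels were permuted within CONT and within PCN, which counts a difference between the genotypes as spread. These exact tests were added after the fry results had been seen. The list of liver-induced xenobiotic-metabolizing enzymes (XMEs) holds the 53 genes that the paper's Table S2 gives as induced in WT and not changed in Pxr-/- livers. The other lists are genes named in the article (PPARα targets, lipid, XME and cholesterol genes, lipogenesis), clock genes, and markers of colonocytes, goblet cells, smooth muscle, enteric neurons, adipocytes, plasma cells, T cells, myeloid cells, skeletal muscle, squamous epithelium, liver, pancreas and distal colon, antimicrobial genes and interferon genes. The genes named were fixed by rule before the data were examined. They are Nr1i2, the called genes with the largest changes whose groups do not overlap (10 for PCN in WT, 5 for PCN in Pxr-/- and 5 for genotype), the genes named in the article's text or primer table, and the 10 genes of Table S2 with the largest liver induction in WT. Other genes named in the closing part were chosen after their values were seen. The result of 1 gene is not reported here.

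The fit was tested on simulated arrays with the means and moderated spreads of the 38646 probes measured on every array. Comparing WT PCN with WT CONT, 83.5% of 200 genes changed by 1.00 on the log2 scale in all 4 PCN arrays were called. Outside these 200, 9 probes were called, which can include probes of a further set given a smaller shift. Of 200 genes changed in only 2 of the 4 arrays, 0% were called, also at a change of 3.00. The spread was drawn independently for each probe, without arrays set apart by organ transcripts, so the share called in the real arrays can differ. Alternatives for each result were the authors' log2 values, the scanner's corrected intensity minus the 75th percentile, normexp background correction with an offset of 50, no filter or a filter on all arrays, no bath term, the slide as a fixed or random block, a replicate block, only the groups of the contrast, each array left out, 1 probe per gene, outlier spots kept, eBayes with trend and robust, array weights, other thresholds, camera in place of fry and other windows around Nr1i2. These were set before the data were examined. The fit without 4 near-identical arrays was added afterwards.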

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

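The tests over immunoglobulin variable segments, of array quality, of cell type and organ lists, of the colony, of the genes near Nr1i2 and of the splits of all 17 arrays were set before their results were seen. The limma calls, the interaction, the fry tests of gene lists, the arrays left out in turn and the other scalings were also set beforehand. The exact permutations of gene lists, the comparison of arrays on the same slide, the placement of arrays by genotype and by PCN, all results without the 4 near-identical arrays, the tests of liver RNA, the tests of whether the same arrays are highest or lowest for the genes of an organ or gut segment, and the test of whether few arrays decide the interferon list were chosen after the result had been seen.

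Arrays under different labels were nearly identical in 2 cases. Over 38646 probes, the standard deviation of the log2 differences was 0.172 (r = 0.998) between WT PCN replicate 4 and Pxr-/- PCN replicate 2, and 0.198 (r = 0.997) between WT PCN replicate 3 and Pxr-/- CONT replicate 2. The other 134 of the 136 pairs of arrays had standard deviations from 0.297 to 0.616. A shared slide does not account for this, since the 2 pairs lie on different slides and the closest of 11 pairs of arrays on the same slide differed by 0.323. Over 206 probes for immunoglobulin variable segments, whose use differs from mouse to mouse, the 2 pairs had r = 0.997 and r = 0.998 across probes, against at most 0.936 in the other pairs. With each probe's mean taken out, r was 0.978 and 0.988 in the 2 pairs and at most 0.342 in the others, which argues against 2 mice with the same mix of tissues. Probes are not independent replicates. That the same RNA was hybridized 2 times under 2 labels stays open and is a candidate explanation for both pairs. Which label is right was not settled by any label or by the article, and no array was moved to another group.

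A mislabelled sample was tested with the 100 genes that best separate the genotypes among the other 13 arrays, on a scale where the WT mean is 0 and the Pxr-/- mean is 1. Each of these 13 arrays, placed by genes chosen without it, lay between -0.0362 and 0.467 for the 6 WT arrays and between 0.547 and 1.31 for the 7 Pxr-/- arrays. The arrays labelled WT PCN replicates 3 and 4 lay at 1.19 and 0.797, within the Pxr-/- range, and their partners at 1.15 and 0.816. On a like scale for PCN, where left-out CONT arrays lay between -0.223 and 0.487 and PCN arrays between 0.438 and 1.14, WT PCN replicate 3 was at -0.0881 and its partner at -0.0778, and WT PCN replicate 4 was at 0.586 and its partner at 0.571. The values are consistent with RNA of Pxr-/- mice on both arrays labelled WT PCN, as a hypothesis that the same data raised.

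Without both arrays of each pair, 18 genes were called for PCN in WT (all 18 higher) where all 17 arrays gave 0, as would follow if 2 of the 4 arrays labelled WT PCN carried the RNA of Pxr-/- mice. This fit was computed and seen before it was added as an alternative, and the result with all arrays as labelled remains the reported one. Of the 15 possible splits of the 6 remaining WT arrays, 1, the real one, gave as many genes, and the design cannot give a share under 0.05. As many probes at an unadjusted p under 0.05 (1810) came in 5 of the 15 splits. With 2 WT PCN arrays left, these calls also lean on the spread of the other groups. The liver-induced XMEs, 43 genes measured, differed between the genotypes in their response to PCN (median difference 0.21 on the log2 scale, 34 genes higher, fry p = 3.00e-04, adjusted over 22 lists 0.00659, exact permutation p = 0.299). The 2 tests part here, so this difference is not established. All 17 arrays gave a median difference of 0.0042 (fry p = 0.865, exact permutation p = 0.950). Liver RNA in the arrays labelled WT PCN was weighed, because liver transcripts are high in replicates 1 and 2 (Alb at 9.21 and 9.50). By 4 liver transcripts (Ahsg, Alb, Fgb and Serpina1a), these arrays held 0.0839 to 0.103 of the excess seen in WT CONT replicate 5, the array with the most liver transcripts (Alb at 12.68). For the 5 called genes with a liver value in Table S2 (Abcb1a, Abcb1b, Abcb4, Akr1b7 and Ces2a), the excess in WT CONT replicate 5, with 2 standard deviations of the other WT CONT arrays added, was scaled by 0.103 and by the paper's liver fold change. Liver RNA could then give a log2 rise of at most 0.85, against rises of at least 1.38 over these other arrays, and each of the 5 genes rose by more than its own bound, so liver RNA is not the whole cause for them. The 7 genes called in both genotypes also rose in Pxr-/- (median 1.78, against 2.18 in WT), where the PCN arrays exceeded the CONT arrays by at most 0.00115 of that excess, which argues against liver RNA as the whole cause there. The other 6 called genes have no liver value in Table S2. Of these, 5 (Calca, Il1b, Il33, Il6 and Ltb4r1) were higher in Pxr-/- PCN by more than 2 standard errors (median 0.89, from 0.37 to 1.61, none called), again without that excess, which argues against liver RNA as the whole cause for them too, while the part of the WT rise (median 1.79) beyond the rise in Pxr-/- stays open. Sh2d7 did not rise in Pxr-/-. WT CONT replicate 5 exceeded the other WT CONT arrays by 0.10 for it, but liver RNA in this array would come from a mouse without PCN, so liver RNA stays open for Sh2d7. Among the XMEs, 26 of 43 genes rose by more than liver RNA could give, 7 rose within that bound and 10 did not rise, so a part played by liver RNA in this list stays open. A wrong label and the loss of 4 arrays as such stay open for all of these results.

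In Pxr-/- mice, 2 genes were called for PCN with all 17 arrays, a comparison the article does not report for this tissue. Selp had a log2 fold change of 1.40 (standard error 0.19, adjusted p = 0.0469 from limma) and Gm15998 of 1.25 (standard error 0.17, adjusted p = 0.0469 from limma). Groups without overlap were a condition for naming a called gene, so their separation is no further evidence. Of 100 splits drawn, 1, the real one, gave as many called genes, which argues against chance for this count without excluding it. The number of probes at an unadjusted p under 0.05 (2846) was reached by 13 of the 100 splits, so chance stays open for it. The call is narrow: leaving out single arrays gave from 0 to 23 genes. Without WT PCN replicate 3 it gave 23, and the cause was not tested. A difference in array quality between the groups was not seen (smallest exact permutation p over 3 measures 0.349) but cannot be told apart with so few arrays. Of the cell type and organ lists, enteric neuron genes had the smallest p, lower under PCN in 8 of 8 genes (median -0.36, fry p = 0.00247, adjusted p = 0.0543, exact permutation p = 0.0238), which fails the correction, so a difference in the tissue sampled stays open.

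Interferon genes were higher in Pxr-/- CONT than in WT CONT in 13 of 13 genes, by a median of 1.64 on the log2 scale (fry p = 0.0115, exact permutation p = 0.0159), and after adjustment over 22 lists the p-values were 0.0928 and 0.0698, which fail the correction. The median lay between 1.62 and 1.80 under 3 other scalings and without the bath term, and between 1.41 and 1.90 with each control array left out in turn (p from 0.00745 to 0.0303). Without both arrays of each pair it was 1.41 (fry p = 0.00261, adjusted p = 0.0287, exact permutation p = 0.0286, the smallest that 4 arrays against 4 allow), so single arrays do not decide it. The WT mice were bought and the Pxr-/- mice were bred in house, so genotype and a difference between the colonies (microbes) cannot be told apart by this list. Antimicrobial genes went both ways (3 of 10 higher, median -0.42, mean -0.0018, fry p = 0.125, exact permutation p = 0.968).

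Every PCN array moved one way in WT and the other way in Pxr-/-, relative to the mean of its CONT group, for Gm15998, Acot1 and Nr1d1. For Acot1 the change in WT was slight, with a log2 fold change of -0.061 (standard error 0.10). The difference of the 2 log2 fold changes, tested as an interaction in limma, was -1.64 for Gm15998 (adjusted p = 0.306), -0.36 for Acot1 (adjusted p = 0.848) and -0.85 for Nr1d1 (adjusted p = 0.848), none past the threshold over all probes. The CONT groups differed as well, with Pxr-/- lower by 1.00, 0.40 and 0.67. WT PCN replicate 4 and Pxr-/- PCN replicate 2 are near-identical arrays (Gm15998 at 11.02 and 11.06). So are WT PCN replicate 3 and Pxr-/- CONT replicate 2 (Gm15998 at 10.50 and 10.61). A gene's opposite signs thus rest in part on where its CONT groups lie. No explanation was tested for single genes.

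Transcripts of other organs set some arrays far from the rest of their group. The mean log2 signal of 8 pancreatic genes was 17.47 in WT CONT replicate 4 and 15.23 in Pxr-/- CONT replicate 2, against at most 7.03 in the 13 arrays outside the 4 highest. WT PCN replicates 1 and 3 were also high, at 11.18 and 15.29. For 7 of 8 genes the same 4 arrays were highest, which is consistent with pancreas attached to the sampled colon and argues against separate changes of single enzymes. The mean of the liver genes was 11.53 in WT CONT replicate 5. For 5 of 8 liver genes the same 3 arrays were highest, namely WT CONT replicate 5 and WT PCN replicates 1 and 2, so liver RNA in the sampled tissue or in handling stays open. The distal colon genes were at 10.80 in WT PCN replicate 1, against at most 8.62 in the other WT PCN arrays. They were as high in Pxr-/- PCN replicate 3 (10.85), so this level is not peculiar to that array. Skeletal muscle genes were at 7.71 in WT PCN replicate 1, against at most 7.43 in the other WT PCN arrays. This is a small difference, and Pxr-/- CONT replicate 5 was at 7.62. In Pxr-/- PCN replicate 4, Hoxb13 was at 7.53, against 12.88 to 16.09 in all other arrays, and 4 of the 5 distal colon genes were lowest in this array, Hoxd12 and Hoxd13 by little. Another stretch of the gut may have been sampled there.

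Further single arrays stood apart from their group by Dixon's criterion, which chance meets in about 1 group in 20. It was met in 8 of 88 groups for the list means, 12 of 164 for the named genes and 0 of 12 for array quality, so most of these may be chance. Among the lists, PPARα target genes were low in WT PCN replicate 1 (9.53), colonocyte genes low in Pxr-/- CONT replicate 3 (14.91) and adipocyte genes high in Pxr-/- CONT replicate 4 (10.34). Among the genes in WT arrays, log2 signals stood apart for Acly in WT PCN replicate 1 (14.59), Acot3 in WT CONT replicate 4 (6.27), Thrsp in WT CONT replicate 3 (7.85) and Sqle in WT CONT replicate 2 (14.34). In Pxr-/- arrays they stood apart for Selp in PCN replicate 1 (7.50), Cyp3a11 (6.21) and Nr1d1 (10.29) in PCN replicate 2, Fasn in PCN replicate 3 (14.69), Rab30 (6.85) and Pck1 (13.19) in PCN replicate 4 and Cyp3a59 in CONT replicate 5 (6.18). Whether these genes share a cause was not tested.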

How the results depend on the processing

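All alternatives were set before the data were examined, except the fit without the 4 near-identical arrays, which was chosen after seeing the data. Where a value moved, the cause was not tested unless stated.

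For PCN in WT, 0 genes were called, as in 15 of 16 alternatives. Array weights gave 1 gene. With single arrays left out the count was 0 to 16, and 16 came without WT PCN replicate 3. For PCN in Pxr-/-, 2 genes were called. The count was 0 with the scanner's corrected signal minus the 75th percentile, with normexp, with no filter on dim probes (where more probes are tested) and with the slide as a fixed or a random block, 1 without the wash bath term, 9 with array weights (8 higher, 1 lower) and 19 with only the groups of the contrast (17 higher, 2 lower). With single arrays left out it was 0 to 23, with 23 without WT PCN replicate 3 and 4 without WT PCN replicate 4. For the interaction, 0 genes were called in all 15 alternatives, and 0 to 1 with single arrays left out (1 without WT PCN replicate 4). For genotype in the controls, 0 genes were called, 8 with only the groups of the contrast and 511 with array weights (143 higher, 368 lower), and 0 to 2 with single arrays left out (2 without WT PCN replicate 1 and 1 without Pxr-/- CONT replicate 2). The interaction rests on all 4 groups, so it has no fit with fewer groups.

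The Nr1i2 difference between Pxr-/- CONT and WT CONT was -1.06 (adjusted p = 0.201 from limma) and lay between -1.11 and -0.68 in the alternatives. Array weights put it past the threshold, at -1.11 (adjusted p = 0.0183; adjusted p over the alternatives 0.0183 to 0.759). The percentage of genes within 20 Mb of Nr1i2 that were called was 0, against 1.07% with only the groups of the contrast (Fisher's exact p = 3.34e-06), 7.22% with array weights (p = 1.70e-08) and 0 to 0.535% with single arrays left out, highest without WT PCN replicate 1.

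For the liver-induced XMEs in WT, the median log2 fold change was 0.16 (fry p = 0.249, exact permutation p = 0.600). Leaving out single arrays moved it between 0.0441 and 0.186, with fry p from 0.0582 to 0.753. Under camera, which presets the correlation between genes, the same 0.16 passed 0.05, which holds neither under fry nor in the exact permutation. In Pxr-/-, the median of 0.0186 was -0.0113 with the slide as a fixed block and 0.0159 to 0.0723 with single arrays left out. The median interaction of 0.0042 lay near 0 and changed sign, to -0.0173 with the authors' values, -0.0197 with the corrected signal minus the 75th percentile, -0.0252 with normexp, -0.0111 with the filter on all arrays, -0.0187 with the slide as a random block and -0.0245 with array weights, with p from 0.627 to 0.989 over all alternatives. With single arrays left out it was -0.143 to 0.0889. The clock genes, with a median absolute log2 fold change of 0.20 (mixed fry p = 0.257, exact permutation p = 0.600), passed 0.05 with array weights (0.21) and without WT CONT replicate 4, within 0.157 to 0.233 over the arrays left out. The camera test has no form that leaves directions free, so it was not run for the clock genes. The rank correlation of liver and colon fold changes was 0.190 (p = 0.00943). It was 0.144 with the authors' values, 0.152 with the filter on all arrays and 0.0935 with array weights, with p from 0.0531 to 0.205. With single arrays left out it was 0.0364 to 0.281, lowest without WT PCN replicate 1. PPARα target genes kept a negative median and p over 0.05 in all alternatives.

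With the replicate block, PCN in Pxr-/- gave 0 genes, the median XME interaction was -0.0619 and the rank correlation 0.141. Residuals of arrays with the same number correlated at -0.308 to 0.504 over 22 pairs, 10 of them over 0.1. Among the 11 pairs without a near-identical array, 8 were over 0.1. Some of these arrays deviate together and others do not, and neither the labels nor the article state what a number stands for, so it was not taken to pair the arrays. The correlation within a slide was -0.0697.

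Without the 4 near-identical arrays, 18 genes were called for PCN in WT, 18 for PCN in Pxr-/- (15 higher, 3 lower) and 1 for the interaction. The median of the XMEs was 0.27 in WT (fry p = 4.01e-06, exact permutation p = 0.0667, the smallest that 2 arrays against 4 allow), 0.0384 in Pxr-/- (fry p = 0.00748, exact permutation p = 0.0571) and 0.21 for the interaction (fry p = 3.00e-04, exact permutation p = 0.299).

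For the named genes under PCN, 2391 of 2534 values over the alternatives set beforehand kept their direction and side of the threshold, 1 gained a call and 101 changed sign without being called in either fit. The other 41 are lost calls of Selp and Gm15998, the called genes among them, out of 62 values of these genes. Selp and Gm15998 were higher in Pxr-/- PCN than in Pxr-/- CONT in all 32 alternatives and arrays left out that were run for them. The median of all probes moved by less than 0.1 on the log2 scale under each scaling. Dim probes limit what can be said: Cyp4a14, Cyp7a1, Cyp2b9 and Fgf21 were not tested because they were well above the background on fewer than 4 arrays.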

Other observations

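The values here are of the colon, for which the article states no result. The tests of array quality, of cell type and organ lists and of the genes near Nr1i2, and the splits of all 17 arrays, were set before their results were seen. The windows elsewhere in the genome, the exact permutations of gene lists and all results without the 4 near-identical arrays were chosen afterwards.

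With all 17 arrays as labelled, limma called 0 genes for PCN in WT, 2 in Pxr-/-, 0 for the interaction and 0 for genotype in the controls. At an unadjusted p under 0.05 there were 1803, 2846, 2081 and 4913 of 38703 probes, where 1935 are expected by chance. A count of 0 is reached by every split (35 of 35 in WT and 100 of 100 drawn for the interaction and for genotype), so the splits say nothing about these 3 counts. As many probes under 0.05 as in the real split came in 14 of 35 splits in WT, 36 of 100 for the interaction and 5 of 100 for genotype, so chance cannot be excluded for these numbers. Array quality left little to separate the groups in WT (smallest exact permutation p over 3 measures 0.343) and for the interaction (0.269). Between the controls the 75th percentile of the signal was lower in Pxr-/- (exact permutation p = 0.0238, ranges overlapping), so array quality stays open there. The smallest fry p of a cell type or organ list, adjusted over 22 lists, was 0.786 in WT (adipocyte), 0.174 for the interaction (enteric neuron) and 0.0928 for genotype (adipocyte, median -1.40, 7 of 8 genes lower). In the exact permutation, the goblet cell list (higher in Pxr-/- CONT by 0.44, 6 of 8 genes higher) and the colonocyte list (a difference of -0.13, 5 of 10 genes lower) each had p = 0.00794, the smallest that these groups allow, and 0.0582 after adjustment. Cell types cannot be told apart from genotype with these lists.

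Of the 53 XMEs that the paper's Table S2 gives as induced only in WT livers, 43 were measured in the colon. Their median log2 fold change under PCN was 0.16 in WT (29 higher, fry p = 0.249, exact permutation p = 0.600), 0.0186 in Pxr-/- (24 higher, fry p = 0.368, exact permutation p = 0.111) and 0.0042 for the difference (fry p = 0.865). Across 185 genes of Table S2, the colon log2 fold change in WT followed the paper's liver log2 fold change with Spearman's rho = 0.190 (permutation p = 0.009, Pearson's r = 0.330), where genes are not independent replicates. Without WT PCN replicate 1 rho was 0.0364. This array, WT PCN replicate 2 and WT CONT replicate 5 carried liver transcripts, so a part played by liver RNA in the correlation stays open. The PPARα target genes had a median of -0.06 (9 genes, fry p = 0.313, exact permutation p = 0.600) and the clock genes a median absolute change of 0.20 (16 genes, mixed fry p = 0.257, exact permutation p = 0.600). Cyp3a11 changed by 0.21 in WT (standard error 0.21, adjusted p = 0.956 from limma), Cyp2c55 by 1.01 (standard error 0.92, adjusted p = 0.956 from limma), Ces2a by 0.52 (standard error 0.72, adjusted p = 0.958 from limma) and Akr1b7 by 0.69 (standard error 0.53, adjusted p = 0.956 from limma). Cyp4a10 was well above the background in 1 of 4 WT PCN arrays and 0 of 4 WT CONT arrays, and was not tested. 

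No list passed an adjusted p of 0.05 with all 17 arrays by fry. For PCN in WT, PCN in Pxr-/- and genotype, the exact permutation cannot pass this adjustment for a list on its own, since the smallest p it allows is 0.0286, 0.00794 and 0.00794. The interaction has 8820 splits and no such limit, and there the smallest adjusted p of the exact permutation was 0.195. For PCN in WT, the median log2 fold change was -0.30 for the lipid genes of the text, 0.61 for its XMEs, 0.088 for its cholesterol genes, -0.33 for lipogenesis, 0.12 for smooth muscle, -0.0059 for colonocytes, 0.12 for goblet cells, -0.38 for plasma cells, 0.046 for T cells, 0.076 for myeloid cells, -1.39 for adipocytes, 0.068 for enteric neurons, 0.13 for skeletal muscle, 0.0070 for squamous epithelium, -0.063 for liver, 1.23 for pancreas, -0.38 for distal colon, 0.32 for antimicrobial genes and 0.74 for interferon genes. Without the 4 near-identical arrays some of these medians changed sign, to 0.21 for the lipid genes of the text, 0.065 for colonocytes, -0.070 for goblet cells, -0.19 for T cells, 1.04 for liver, -0.68 for pancreas, 0.22 for distal colon and -0.24 for interferon genes. The mean log2 signal of the interferon genes was 12.78 and 11.46 in WT PCN replicates 3 and 4, against 9.99 and 9.52 in replicates 1 and 2. In Pxr-/-, cholesterol genes (-0.41) and smooth muscle genes (-0.42) were lower under PCN, with adjusted p-values of 0.0671 and 0.202 from fry, and the interaction had medians of 0.50, 0.53 and 0.44 for cholesterol, smooth muscle and enteric neuron genes, with adjusted p-values of 0.184, 0.363 and 0.174. In the controls, the lipid genes of the text (-0.53), the PPARα target genes (-0.076), the liver genes (-1.65) and the cholesterol genes (0.31) differed in Pxr-/- at an unadjusted fry p under 0.05, all with an adjusted p of 0.0928. The size of the liver gene difference leans on 1 array, WT CONT replicate 5. Its mean log2 signal of these genes was 11.53. The other WT CONT arrays were at 7.74 to 8.18 and the Pxr-/- CONT arrays at 7.34 to 7.94. The liver-induced XMEs were lower in Pxr-/- CONT in 30 of 43 genes (median -0.17, fry p = 0.156, exact permutation p = 0.00794, the smallest that these groups allow, and 0.0582 after adjustment over 22 lists). Without the 4 near-identical arrays they were lower in 32 of 43 genes (median -0.16, fry p = 5.49e-04, adjusted p = 0.0121, exact permutation p = 0.0286, the smallest that 4 arrays against 4 allow), which passes the correction by fry.

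Without the 4 near-identical arrays, the 18 genes called in WT were Abcb1a, Abcb1b, Abcb4, Akr1b7, Calca, Ces2a, Cstdc4, Cxcl5, Ifitm1, Ifitm6, Il1b, Il33, Il6, Ltb4r1, S100a8, Selp, Sh2d7 and Stfa2l1, named here after their values were seen. Ces2a rose by 2.30 (standard error 0.24, adjusted p = 0.00664 from limma), Akr1b7 by 1.96 (standard error 0.19, adjusted p = 0.00622 from limma) and Abcb1a by 1.36 (standard error 0.13, adjusted p = 0.00622 from limma). In Pxr-/-, 18 genes were called, 15 of them higher. Of 35 splits, 1, the real one, gave as many, the smallest share that 35 splits can give. This argues against chance for the count without excluding it, since the fit was chosen after the data were seen. The 2781 probes at an unadjusted p under 0.05 were reached by 5 of 35 splits, so chance stays open for them. For the interaction, Sh2d7 alone was called, and 12 of 100 splits drawn gave as many, so chance cannot be excluded. Genes called in both genotypes numbered 7, all in the same direction, where 0.0129 would be shared by chance (one-sided Fisher's exact p = 8.27e-19, taking genes as independent, which they are not). They were Cstdc4, Cxcl5, Ifitm1, Ifitm6, S100a8, Selp and Stfa2l1. A response to the injected compound that does not need PXR could give such an overlap of 7 genes. An effect of handling that differs between CONT and PCN mice was not tested. The rank correlation with the paper's liver values was 0.377 (permutation p = 1e-05, the smallest the permutations can give), where genes are not independent replicates. The WT PCN arrays left in this fit, replicates 1 and 2, carried liver transcripts, as did WT CONT replicate 5. A part played by liver RNA in this correlation stays open.

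Sequence of the donor strain kept around the targeted gene was a hypothesis set before the data were examined. With all 17 arrays no gene was called, so the share at an unadjusted p under 0.05 in the controls was compared. It was 28.1% of 374 genes within 20 Mb of Nr1i2 on chromosome 16 and 17.1% of 24531 genes elsewhere (Fisher's exact p = 1.73e-07). Neighbouring genes anywhere in the genome can move together, but 0% of 24116 windows of the same width around other genes reached as high a share, the highest being 25.2%. A window was centred on each gene, so windows overlap heavily and the number of independent ones is far below 24116. In the fit with only the controls, 8 genes were called, 4 of them in the window. These were 5330426P16Rik, A130072N09Rik, Gm609 and a transcript near the edge of the window, at 12.5, 7.74, 7.17 and 19.2 Mb from Nr1i2. What this transcript codes for was not tested. The window also holds Iglv1, an immunoglobulin variable segment that was called with array weights. Use of such segments differs from mouse to mouse, so their calls do not speak for donor strain sequence. The result is consistent with donor strain sequence near Nr1i2. The expression arrays hold no genotypes, so the sequence itself was not tested.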
